A study of Drosophila melanogaster with 8 samples. Its data were reported in "Photoperiod-Dependent Expression of MicroRNA in Drosophila" (2022).

How the data were processed

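Heads of Canton-S females, a common laboratory wild-type strain of Drosophila melanogaster, were profiled on Affymetrix Drosophila Genome 2.0 arrays, on which each gene is measured by 1 or more sets of short oligonucleotide probes. According to the labels, newly emerged flies were kept for 12 days at 12.5 °C under either a long photoperiod (16 h light and 8 h dark) or a short photoperiod (10 h light and 14 h dark), and were collected 4 h after lights-on. The study's methods state a shorter short photoperiod and a wider window of collection times than the labels do, and the label values are used here. Each photoperiod was represented by 4 samples, each on its own array. The labels number the samples but do not say whether they came from separate rearing vials, so the p-values measure the spread between these samples, which may be partly technical.

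The authors extracted total RNA with Trizol, labelled it as biotin-cRNA and deposited log2 expression values per probe set made with GCRMA, a method that corrects background by probe sequence, brings the arrays to a common distribution by quantile normalization and summarises the probes of a set. The submitters' processing notes name GCRMA, and its version is not given in the sources used here. The deposited table holds 18952 probe sets, and all of its value columns belong to the 8 samples. The highest deposited log2 value was 15.52. Between 5843 and 6048 probe sets per array sat at the lowest value, and 4422 did so on all 8 arrays. The 4422 at the lowest value on all arrays carry no measurable difference, and the number of arrays, 4 per photoperiod, limits the precision of all others. Quantile normalization of the probes leaves the arrays nearly alike in distribution. A change in the total amount of mRNA would therefore not be visible, and the very brightest probe sets may be compressed. Scanner files and scan dates were not used here, so no batch could be tested.

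The 183 control probe sets were set aside and 18769 were tested. Gene names came from the platform annotation supplied with the table, checked by Entrez number against a RefSeq gene table of Drosophila Release 6, in which 13544 of the 13647 probe sets with 1 gene were found and no symbol needed updating. Of the other probe sets, 402 were annotated to several genes and 4720 had no gene listed and are unnamed here, among them those of some well-known genes. No coordinates are given, because the table names no genome build. Each of 11982 genes was represented by its probe set with the highest mean over the 8 arrays among probe sets annotated to 1 gene.

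Short day and long day values were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, two-sided, no block), as short day minus long day. Probe sets and genes with an unadjusted p under 0.01, the threshold the study used, are called differentially expressed, and Benjamini-Hochberg adjusted p-values over all probe sets are given beside the counts. Gene lists were tested on 1 probe set per gene with limma's camera (preset inter-gene correlation of 0.01), which compares the genes of a list with all other genes, and the p-values were adjusted over the 35 lists with at least 3 measured genes. Camera with an estimated correlation, camera on ranks and fry, a rotation test that asks whether the genes of a list move on balance in one direction, were run beside it. Control probe sets were compared by exact permutation of the 8 arrays, two-sided, for which 0.0286 is the smallest possible p.

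The design, the lists, the alternatives and the rule for naming genes were fixed before the data were examined. The rule named, per direction, the 10 genes with the largest log2 difference among those that were called and whose 4 short day values all lay on one side of the 4 long day values, and in addition the measured genes named by the study, all yolk protein and clock genes, and up to 4 members with the smallest p of each list described, and the control probe sets for actin, GAPDH and eIF-4a. Of the list members, 3 were removed after the data had been seen, because an alternate name had matched the wrong gene (BNIP3 in the clock list, pes in the ribosome biogenesis list and Elp6 in the translation factor list).

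The alternatives were a replicate block, filters at a mean of 4 and of 6, a second quantile normalization, median centring, a variance model with trend and robust estimation, array weights, each of the 8 arrays left out in turn, averaging of all probe sets of a gene, a test without moderation, a floor of 3 and the other list tests. Added after the data were seen were a fit without the arrays of long day replicate 2 and short day replicate 3, and the filter at 4 together with the trend and robust variance model.

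The steps were tested on 10 simulated data sets of 18769 probe sets with the means and spreads of these arrays, in each of which 200 probe sets of mean 6 or more were shifted. At a log2 shift of 0.5 an unadjusted p under 0.01 was reached by 84.7% of the 100 shifted probe sets and an adjusted p under 0.05 by 49.6%. At a shift of 1 these shares were 97.0% and 86.8%. Of the unshifted probe sets 0.861% were called at the unadjusted threshold. When the beta-oxidation list was lowered by 0.25, camera called it in all 10 simulated sets over 11982 genes, and at most 1 list was called in any set without a shift. The simulated genes varied independently, unlike genes in real samples. The shifted probe sets were drawn without regard to their spread, so these shares need not hold for genes with a large spread. In the real data none of the 15 called probe sets with a log2 difference over 1 passed an adjusted p under 0.05. Figures were drawn with matplotlib 3.10.9.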

Results

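To identify transcripts that respond to day length, expression in the heads of females kept under short days was compared with that of females kept under long days at 12.5 °C, a temperature at which day length influences whether the flies enter reproductive dormancy. Expression was measured in 4 long day and 4 short day samples. The arrays were alike in their overall level, with medians between 8.44 and 8.52 on the log2 scale over the 9107 probe sets of mean 4 or more, and any pair of arrays correlated across these probe sets with r between 0.983 and 0.996. Long day and short day arrays were separated along the first principal component, which held 37.9% of the variance.

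In short day heads, transcripts of muscle were higher, and transcripts of yolk proteins, of fatty acid oxidation and of ribosome assembly were lower. The lists of muscle, yolk protein, beta-oxidation and ribosome biogenesis genes passed camera with its preset correlation but each gave an adjusted p = 0.155 with an estimated correlation, and the sample of short day replicate 3 carried transcripts of flight muscle. At an unadjusted p under 0.01, 518 of 18769 probe sets were differentially expressed, of which 286 were higher and 232 lower in short days, where 187.7 would be expected by chance. Which direction held more calls depended on the processing, with 261 higher and 275 lower after a second quantile normalization, 347 and 369 after median centring, and 78 and 102 with a trend and robust variance model. Most differences were small, with a median size of 0.31 on the log2 scale among the called probe sets, and 15 of them exceeded 1. Of the called probe sets 455 belonged to 1 gene, 11 to several genes and 52 had no gene listed. Of the 11982 genes, each taken by its representative probe set, 417 were called. In 409 of these the 4 short day values all lay above or all below the 4 long day values. Such a separation was seen in 7.34% of all genes, where chance gives 2.86%. After Benjamini-Hochberg adjustment in limma 1 probe set passed 0.05, the dimmer of a pair for CG5953, named after its values were seen, which was 1.56-fold higher in short days (log2 difference 0.64, adjusted p = 0.0488). The brighter probe set of CG5953, which represents the gene here, did not pass (log2 difference 0.15, adjusted p = 0.663). At an unadjusted p under 0.05 there were 1655 probe sets. The adjusted count was 95 when only probe sets of mean 4 or more were fitted, and was 0 without long day replicate 1, 2, 3 or 4 or without short day replicate 1 or 4. The unadjusted count was 345 without long day replicate 3.

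Of the 10 genes with the largest rise, 3 belonged to the list of cuticle proteins. Cpr100A, a cuticle protein with a chitin-binding domain, rose from 9.61 ± 0.22 to 10.85 ± 0.21 on the log2 scale (mean ± SD, 4 samples each), a 2.37-fold difference. The Tweedle cuticle proteins TwdlE and TwdlT were 1.91-fold and 1.69-fold higher, and verm (vermiform), which modifies chitin, was 1.97-fold higher. Among probe sets assigned to 1 gene, the largest rise of a gene named by the rule was that of CG7214, from 10.09 ± 0.39 to 11.46 ± 0.30, or 2.58-fold. Jhe, encoding juvenile hormone esterase, which degrades juvenile hormone, was 1.76-fold higher, from a low level of 4.86 ± 0.41, and its call was lost in 8 of 17 alternatives. CG10383, CG17127, CG3777 and Obsc, the muscle protein obscurin, were between 1.57-fold and 1.67-fold higher. Of the 105 measured cuticle genes 4 rose and none fell, the fourth being Cpr49Af, a share close to that of 417 in 11982 over all genes, and 2 passed 0.05 when adjusted over the list alone. As a list the cuticle genes did not pass camera (adjusted p = 0.511), nor camera with an estimated correlation (adjusted p = 0.610) or fry (adjusted p = 0.133). They passed it upwards when only genes of mean 4 or more were fitted, of which there were 24 (adjusted p = 0.00474), or of mean 6 or more, with 20 (adjusted p = 0.00553).

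Of the 15 called probe sets that differed by more than 1 on the log2 scale, 12 were lower and 3 higher in short days. Among the named genes CG11741 showed the largest decrease, from 6.19 ± 0.48 in long days to 3.97 ± 0.19 in short days, a ratio of 0.214. The transcript of fit, a peptide released by the fat body of females after feeding, fell from 13.05 ± 0.34 to 11.37 ± 0.47, a ratio of 0.314. CG30431, CG13607, CG5707, CG31174, CG10073 and CG15449 fell to between 0.407 and 0.474 of their long day level. Obp99a, an odorant-binding protein, fell to 0.452, and CROT, a carnitine acyltransferase that acts on fatty acids, to 0.462. The call of CG15449 was the least stable of these and was lost in 9 of 18 alternatives.

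**Figure D1:**
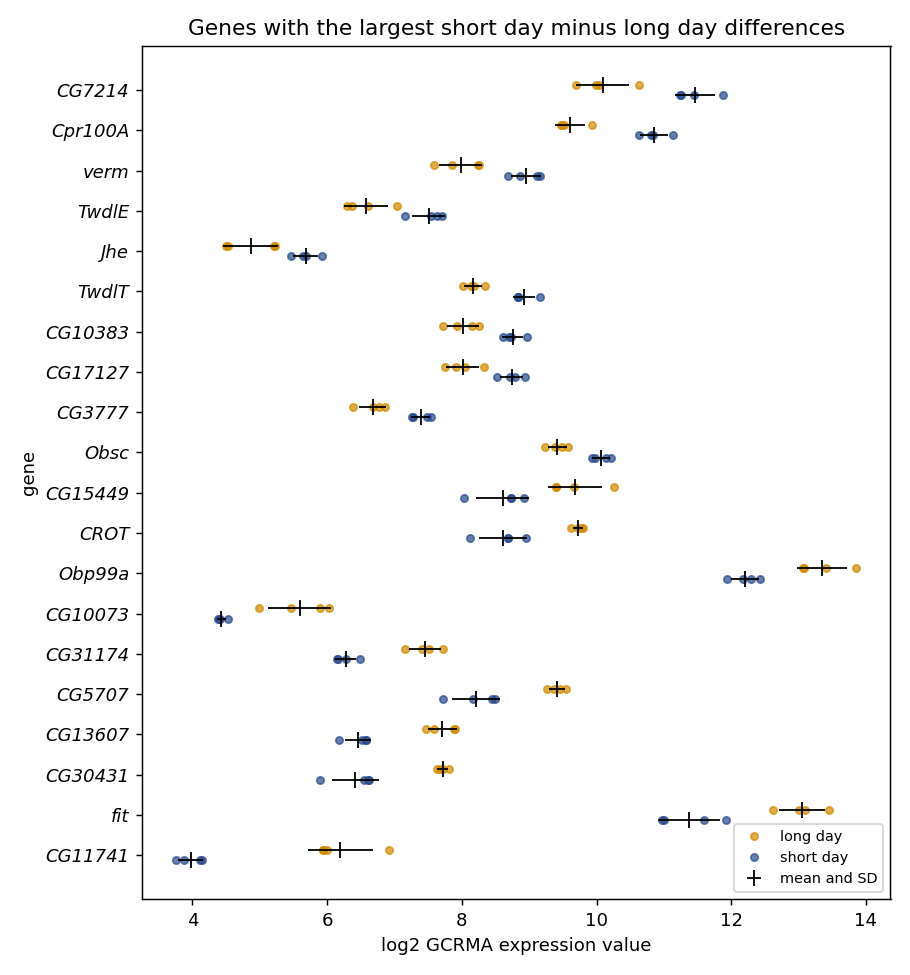
Log2 expression of the 10 genes with the largest rise and the 10 with the largest fall in short days, chosen by the fixed rule. Each point is 1 array (orange, long day; blue, short day) and black marks give the mean and SD of the 4 arrays, and the largest difference is that of CG11741, from 6.19 to 3.97.

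The genes of fatty acid beta-oxidation, the breakdown of fatty acids in mitochondria and peroxisomes, were lower in short days. Of 28 measured genes 10 fell and none rose, and 16 passed 0.05 when adjusted over the list alone, although none did over all probe sets. Their median log2 difference was -0.26. The other 18 were not called. The member with the smallest p, wal, the alpha subunit of the electron transfer flavoprotein, fell from 11.75 ± 0.03 to 11.50 ± 0.03, a ratio of 0.838. Mtpbeta, a subunit of the mitochondrial trifunctional protein, fell to 0.804 and ScpX, a peroxisomal thiolase, to 0.840 of the long day level. The list passed camera (adjusted p = 2.26e-16) and fry (adjusted p = 0.0153). With an estimated correlation it did not (adjusted p = 0.155).

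Fat body transcripts were lower in part. Of 22 measured fat body markers 9 fell and 1 rose, and 11 passed when adjusted over the list alone. The median log2 difference of the 18 markers of mean 4 or more was -0.23. The yolk proteins, which are taken up by the growing oocytes, all fell: Yp3 from 14.92 ± 0.07 to 14.02 ± 0.34 (ratio 0.536), Yp2 from 14.93 ± 0.08 to 14.25 ± 0.21 (ratio 0.626) and Yp1 from 15.46 ± 0.04 to 15.29 ± 0.05 (ratio 0.891), the last close to the highest value on the arrays and with a call that was lost in 6 of 18 alternatives. AkhR, the receptor of adipokinetic hormone, which mobilises stored fat, fell to 0.672, and the storage protein Lsp2 to 0.665. The abundant lipoprotein apolpp, chosen after its values were seen, did not pass, with a log2 difference of -0.06 (95% interval -0.18 to 0.06). As lists, the fat body markers and the yolk proteins passed camera (adjusted p = 0.000288 and 8.18e-06). With an estimated correlation the fat body markers gave an adjusted p = 0.333 and the yolk proteins 0.155. In fry the yolk proteins passed (adjusted p = 0.0153) and the fat body markers did not (adjusted p = 0.0589), nor did the latter pass camera on ranks (adjusted p = 0.0996).

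Among 37 genes of lipid synthesis, storage and mobilisation 4 fell and 1 rose. Lsd-1, a perilipin that coats lipid droplets, fell to 0.503 and the droplet protein Jabba to 0.587, while SREBP, a transcription factor that drives lipid synthesis, rose 1.17-fold. Adjusted over the list alone, 9 genes passed. The list reached an adjusted p = 0.0408 in camera and 0.380 with an estimated correlation. The call was lost in 7 of 18 alternatives, among them those without long day replicate 3 (adjusted p = 0.147), without long day replicate 4 (0.179) and without short day replicate 2 (0.236). Among 24 genes of glycolysis, gluconeogenesis and sugar storage, Pepck1, a key enzyme of gluconeogenesis, fell to 0.517 and the hexokinase Hex-C to 0.656, while Gapdh1 rose 1.09-fold, and the list did not pass (adjusted p = 0.819). In the insulin, TOR and FOXO list 1 of 24 genes fell and 1 rose. The sugar-responsive transcription factor sug (sugarbabe) fell to 0.478, the kinase Lk6 rose 1.17-fold, and the list gave an adjusted p = 0.543. Of 17 genes of the tricarboxylic acid cycle 2 rose, muc, a subunit of pyruvate dehydrogenase, by 1.14-fold and the aconitase mAcon1 by 1.17-fold. This list did not pass camera (adjusted p = 0.208) and passed fry (adjusted p = 0.0397).

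Muscle transcripts were higher in short days. Of 31 measured genes of the sarcomere 10 rose and none fell, 18 passed when adjusted over the list alone, and the median log2 difference was 0.43. Obsc rose from 9.42 ± 0.15 to 10.07 ± 0.13, and Prm (paramyosin), Mlc2 (a myosin light chain) and sals (a regulator of actin filament length) rose 1.44-fold, 1.40-fold and 1.23-fold. The list passed camera (adjusted p = 3.75e-16) and fry (adjusted p = 0.0153), and gave an adjusted p = 0.155 with an estimated correlation. In the sample of short day replicate 3, transcripts of the flight and jump muscles of the thorax stood apart: fln (flightin) was at 11.71 there and at most 2.69 on the other 7 arrays, and Act88F, the flight muscle actin, was at 13.10 and at most 8.93. These genes belong to the sarcomere list. Without that array 9 sarcomere genes were called, their median difference was 0.41 over the 27 genes of mean 4 or more, and the list still passed camera (adjusted p = 1.87e-12).

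**Figure D2:**
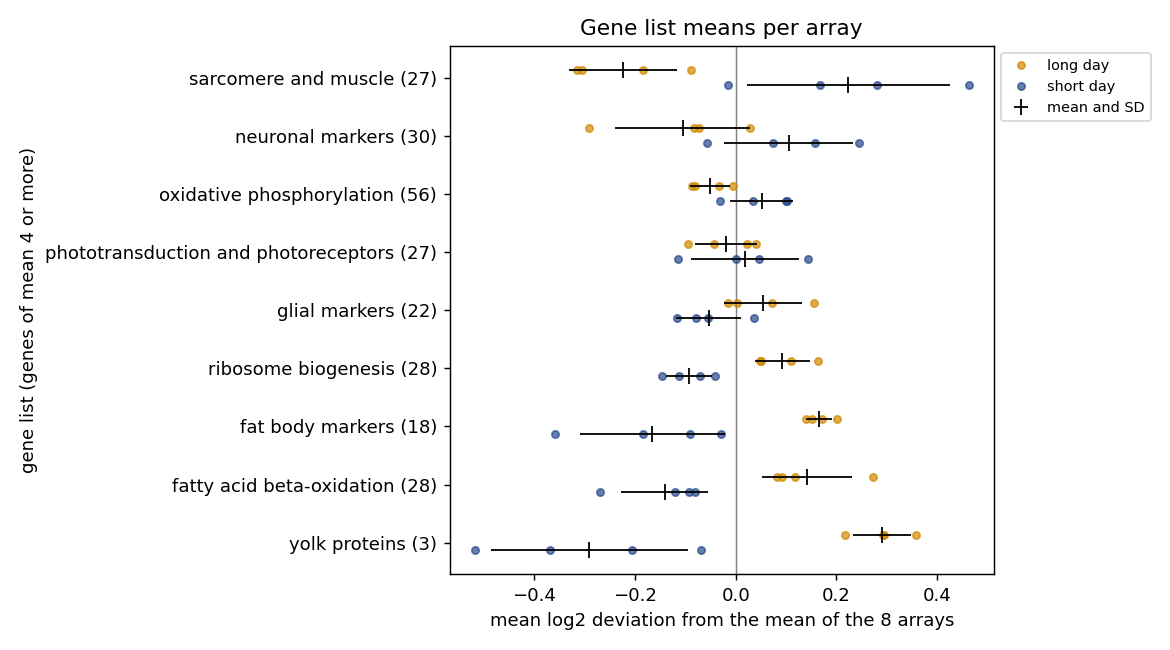
Mean log2 deviation of 9 gene lists on each array from the mean of the 8 arrays, over list members of mean 4 or more (number in brackets), with 1 point per array (orange, long day; blue, short day) and black marks for the mean and SD. Sarcomere means lie between -0.32 and -0.09 in long days and between -0.02 and 0.46 in short days, while the photoreceptor means of the groups overlap.

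**Figure D3:**
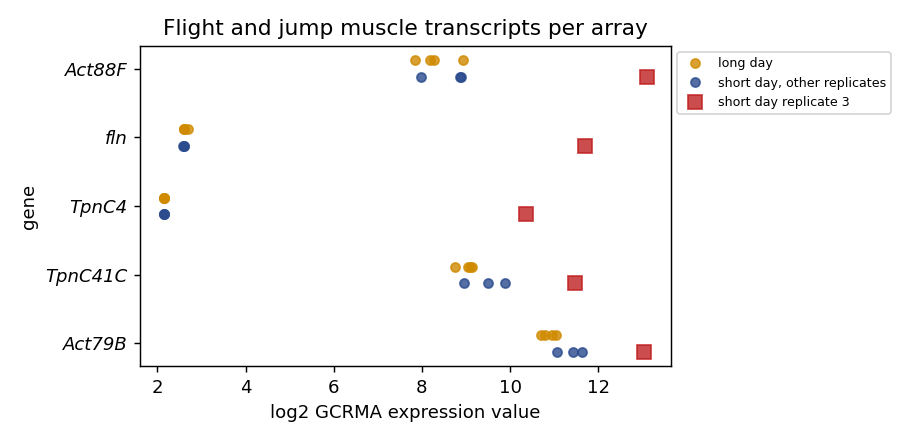
Log2 expression of 5 transcripts of flight and jump muscle on each array (orange circles, long day; blue circles, short day; red squares, short day replicate 3). The values of short day replicate 3 lie above those of the other 7 arrays for all 5 transcripts, for fln at 11.71 against at most 2.69.

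Neuronal markers were shifted upwards in short days relative to other genes in the camera test. Of 31 neuronal markers 4 rose and none fell, with a median log2 difference of 0.24. Snap25, of the synaptic vesicle fusion machinery, rose 1.20-fold, the potassium channel Shab 1.25-fold, the presynaptic protein unc-13 1.18-fold and the microtubule protein tau 1.11-fold. None passed when adjusted over the list alone, and each of the 4 calls was lost in 9 to 12 of 18 alternatives. Among 36 neuropeptide genes FMRFa and Dh31 rose, by 1.35-fold and 1.21-fold. Both lists passed camera, with adjusted p = 9.41e-08 and 0.00379. Neither passed with an estimated correlation (adjusted p = 0.380 and 0.400) or in fry (adjusted p = 0.13 for each). The mean of the neuronal markers overlapped between the groups, at 0.03 relative to all arrays in long day replicate 4 and -0.06 in short day replicate 3. Genes of oxidative phosphorylation were also shifted upwards in camera, with 3 of 74 called, all upwards, a share close to that of 417 in 11982 over all genes, and a median log2 difference of 0.09 among the 56 of mean 4 or more. UQCR-11 rose 1.55-fold, COX7AL2 1.32-fold and ATPsynC 1.12-fold. The adjusted p was 2.25e-07 in camera, 0.380 with an estimated correlation and 0.123 in fry, and the array means of the groups overlapped. Short day replicates 2 and 3 had the highest array means, at 0.10 each, and replicate 3 is the array with flight muscle transcripts. The camera call was kept in all 18 alternatives, among them that without this array.

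The other cell type lists held few called genes. None of 27 genes of phototransduction and photoreceptors was called (adjusted p = 0.395), and their median log2 difference was 0.06. Among members of this list without a probe set of their own, and so not tested, were ninaE, Rh2, Rh3, Rh4, Rh5, Rh6, norpA, ninaA and ninaC. Of 23 glial markers CG6126 fell, to 0.826, and the list passed camera downwards (adjusted p = 0.000557) but not with an estimated correlation (adjusted p = 0.333). Of 21 haemocyte markers 1 fell, pes, while 16 had higher means in short days, and the camera direction was upwards (adjusted p = 0.146). This list passed without long day replicate 1 (adjusted p = 0.0102) and after median centring (adjusted p = 0.0414). No member was called among 29 markers of the ovary, eggshell and germline (adjusted p = 0.819), 42 of the gut and digestive enzymes (adjusted p = 0.871) and 26 male reproductive markers (adjusted p = 0.480). Few of these were measurable, with 2, 7 and 3 genes of mean 4 or more.

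Transcripts of ribosome assembly were lower in short days. Of 30 ribosome biogenesis genes 8 fell and none rose, 9 passed when adjusted over the list alone, and the median log2 difference was -0.17. Ns1 and Ns3, GTPases of the nucleostemin family, fell to 0.886 and 0.830, Mys45A to 0.857 and l(3)72Dn to 0.834. The list passed camera (adjusted p = 2.1e-12) and fry (adjusted p = 0.0234), and gave an adjusted p = 0.155 with an estimated correlation. Cytosolic ribosomal proteins fell in 3 of 41 genes, by very little: RpL34a to 0.868, RpS30 to 0.924 and RpS12 to 0.937, with calls lost in 10 to 15 of 18 alternatives. Their list passed camera (adjusted p = 1.43e-05), but not with an estimated correlation (adjusted p = 0.155) nor after a second quantile normalization (adjusted p = 0.0621). Of 50 translation factors 3 rose and 1 fell (adjusted p = 0.146).

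Few detoxification and immune genes were called. Among 83 cytochrome P450 genes 2 rose, Cyp4p1 by 1.23-fold and Cyp4ac3 by 1.17-fold. Another 3 fell, among them Cyp6w1 to 0.869 and Cyp18a1, which inactivates ecdysone, to 0.806. The P450 list passed camera downwards (adjusted p = 0.00356), but not without short day replicate 2 (adjusted p = 0.0588) or with array weights (adjusted p = 0.0518). It gave an adjusted p = 0.333 with an estimated correlation. Of 34 glutathione S-transferases only GstE12 fell, to 0.900, and of 27 immune recognition and signalling genes only GNBP2, to 0.882. Their camera results were adjusted p = 0.0350 and 0.0248, and 0.610 and 0.155 with an estimated correlation. The glutathione S-transferase call was lost in 6 of 18 alternatives. Among these were the fits without long day replicate 2 (adjusted p = 0.364), short day replicate 2 (0.133) or short day replicate 4 (0.272). The immune call was lost in 3, without short day replicate 2 (0.0729), after median centring (0.0548) and with array weights (0.0516). None of 13 antimicrobial peptide genes was called (adjusted p = 0.819).

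Of the clock genes, vri (vrille), a transcription factor of the circadian feedback loop, rose from 11.25 ± 0.11 to 11.79 ± 0.19, or 1.45-fold, at 4 h after lights-on. It kept this call in all 18 alternatives. Only this time of day was sampled, so daily timing was not examined. None of the other 18 measured clock genes was called, and vri alone passed when adjusted over the list alone. Among clock list genes without a probe set of their own, and so not tested, were CkIIalpha, CkIIbeta, nmo and sgg, which the study names beside vri. The values of tim and per were -0.19 and -0.13 as log2 differences and that of Clk was 0.31, with limma p of 0.0547, 0.401 and 0.0935. The list did not pass (adjusted p = 0.539).

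The genes that the study names from this comparison were examined in particular. All 11 that had a probe set of their own were called, which is not independent evidence, since they were chosen on these samples. The study also names sgg, Mhc and DNaseII, which had no probe set of their own and were not tested. Besides the yolk proteins, Obp99a and vri, CG10516 fell to 0.532, CG3829 to 0.674, Obp99b to 0.705 and P5cr-2, an enzyme of proline synthesis, to 0.748. Obp83g rose 1.55-fold, Obp49a 1.16-fold and Obp56g 1.14-fold. Of all 47 odorant-binding protein genes 3 rose and 2 fell, and that list did not pass camera (adjusted p = 0.202), which asks for a shift in one direction. Fry for changes in either direction gave this list an adjusted p = 4.65e-05. The called members are all genes that the study chose on these samples. Other lists passed this form of fry too, among them glycolysis (adjusted p = 0.00021). The list of study-named genes gave an adjusted p = 0.0248 in camera and 0.380 with an estimated correlation. Of 5 probe sets shared by several copies of Hsp70, which cannot be assigned to 1 gene, 3 were higher in short days, and the other 2 were near the lowest value on the arrays. The one with the largest difference, for a pair of copies, rose from 5.74 ± 0.19 to 7.32 ± 0.23, or 2.98-fold (limma adjusted p = 0.0617). A probe set shared by Hsp22 and CG4456 was also called and was 1.88-fold higher. None of the 16 heat shock and chaperone genes with a probe set of their own was called (adjusted p = 0.139), nor were any of 18 cold and stress response genes (adjusted p = 0.819) or 7 genes of fatty-acyl-CoA binding (adjusted p = 0.378).

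Of 34 genes of juvenile hormone and ecdysone, DopEcR, a receptor for dopamine and ecdysteroids, rose 1.28-fold beside Jhe, and Cyp18a1 fell (adjusted p of the list 0.786). Of 28 splicing regulators 2 rose and 1 fell (adjusted p = 0.153). No member was called among 23 genes of the microRNA and RNA interference pathway (adjusted p = 0.819) or 23 of the cell cycle and DNA replication (adjusted p = 0.146). Of the microRNA list, AGO1, AGO2, Dcr-1, tral and Not1 had no probe set of their own and were not tested.

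In all, 15 of 35 lists passed camera at an adjusted p under 0.05, 11 of them downwards and 4 upwards, and none with an estimated correlation. One of the 15 is the list of genes that the study chose on these samples. One other split of the 8 arrays into groups of 4 also gave 15 lists, and without the list of study-named genes 14 passed, a number that 3 of 35 splits reached, the real one included. The camera direction was opposite to the sign of the mean difference in the glycolysis, insulin, antimicrobial peptide, gut and male reproductive lists, and the median and mean differed in sign for the cold and stress list. None of these passed. In fry 5 lists passed, and the 11 others that passed camera gave adjusted p between 0.0552 and 0.536. Some lists that did not pass did so in a few alternatives, beside the cuticle and haemocyte lists. After median centring these were the heat shock list (adjusted p = 0.0289), the splicing regulators and the tricarboxylic acid cycle (both 0.0496). Without short day replicate 1 they were the heat shock list (0.0269) and the odorant-binding proteins (0.0375), without short day replicate 3 the splicing regulators (0.0496) and without long day replicate 4 the cell cycle list (0.0341). The fatty-acyl-CoA binding list passed with the filters at a mean of 4 (0.0387) and of 6 (0.0361), with 3 genes.

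None of the control probe sets for RNA quality passed after adjustment, but this decides little. The exact permutation p cannot fall below 0.0286, so a few probe sets among so many could not pass. Those with the smallest p moved in both directions. The control probe set for the 5' part of the Act5C transcript was lower in short days, at 10.46 ± 0.03 against 10.81 ± 0.25 (exact permutation p = 0.0286, adjusted p = 0.593 over the control probe sets). The distance between its 3' and 5' parts was 2.46 ± 0.08 in short days and 2.23 ± 0.16 in long days (exact permutation p = 0.0571). For GAPDH and eIF-4a this distance differed by 0.08 and 0.24 (exact permutation p = 0.114 and 0.171). Of the 2 control probe sets used for the distance in GAPDH, that of the 5' part differed by -0.08 (exact permutation p = 0.286). In another set of controls on the same arrays, the 5' part of GAPDH was higher in short days by 0.14 and the 3' part of actin by 0.29 (exact permutation p = 0.0286 and adjusted p = 0.593 for each). The signal of 18S ribosomal RNA was low on the arrays of long day replicate 2 and short day replicate 3, at 9.09 and 9.07 against 10.39 to 11.35 on the others.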

Values the study reported

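The study reported 517 differentially expressed transcripts between long and short photoperiods at p < 0.01. In a separate comparison of diapausing and non-diapausing females it reported 143 differentially expressed transcripts at the same threshold. It counted 17 transcripts common to both comparisons. Among these it lists Yp2, Yp3, Obp99a, CG3829 and CG10516.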

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

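Among the tests below, those of an array effect shared with long day replicate 2, of the sarcomere shift without short day replicate 3, of the sarcomere and photoreceptor shift, of the spread of fat body markers and of loss of 5' signal over all fat body markers were chosen after the result was seen. The others were written down before their results were seen.

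No other split of the 8 arrays into groups of 4 gave as many as the 518 probe sets at an unadjusted p under 0.01. The real split alone, 1 of 35, reached this number, and the highest other gave 300. With only 35 splits this makes chance less likely for this count but cannot exclude it. For the 1 probe set at an adjusted p under 0.05, 1 of 35 splits reached the count and the highest other gave 0, but the count was also 0 in 6 of the 8 fits without 1 array, so this comparison decides little. For the 15 gene lists chance cannot be excluded, since 2 of 35 splits gave 15 lists, with the highest other at 15, nor for the 14 lists left without the study-named genes, which 3 of 35 splits reached. That other split placed long day replicates 1, 2 and 4 with short day replicate 1.

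Samples far from the others of their group, by the gap to the nearest value relative to the range of the group (Dixon's ratio), were found in 13 of 208 groups of 4 checked, and chance gives about 1 in 20. The signal of 18S ribosomal RNA in long day replicate 2 was 9.09 against 10.84 to 10.91. In short day replicate 2, TwdlT was 9.16 against 8.84, CG30431 was 5.90 against 6.55 to 6.62, CG13607 was 6.17 against 6.52 to 6.58 and Jabba was 9.78 against 10.29 to 10.38. In long day replicate 3, CG11741 was 6.91 against 5.93 to 5.99 and Pepck1 was 13.83 against 13.54 to 13.57. Cpr100A in long day replicate 1 was 9.94 against 9.48 to 9.52, CG10073 in short day replicate 4 was 4.53 against 4.38 to 4.41, and Cyp4p1 in short day replicate 3 was 11.90 against 12.01 to 12.03. The transcript of fln was 2.69 in long day replicate 2 against 2.60, a difference near the lowest value on the arrays.

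In short day replicate 3, fln was 11.71 against 2.58 to 2.60 in the other short day samples, and TpnC4, a troponin C of flight muscle, was 10.36 against the lowest value on the arrays. A candidate source is thoracic flight muscle carried into that sample of heads. Both transcripts had been predicted to rise by over 1 log2 unit above all other arrays before they were looked at, and the smaller excess, that of TpnC4, was at least 8.21, a lower bound since the other arrays were at the lowest value, in line with that source, whereas the other 3 of the 5 listed flight and jump muscle transcripts, led by Act88F at 13.10, had been seen before and are measurable in all head samples. An effect shared with long day replicate 2, the other array with a low 18S signal, is argued against, since the mean of these transcripts minus that of the other long day arrays was -0.0517. No biological explanation was tested, since the design gives none for a single sample.

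The rise of sarcomere transcripts in short days was tested against 3 explanations. Flight muscle in short day replicate 3 as the whole cause is argued against by the median log2 difference without that array, 0.41. Loss of 5' signal in short day RNA is argued against by the median difference with the 3' to 5' distance of 3 controls as a covariate, 0.38, although the mean shift then had a larger SE (0.52 with SE 0.16, against 0.45 with SE 0.11). For a lower share of other tissue that raises all remaining tissues alike, the distance between sarcomere and photoreceptor means changed by 0.41 (exact permutation p = 0.0286, the smallest possible). This value includes short day replicate 3, at 0.46 for sarcomere and -0.11 for photoreceptors, and was not tested without it, so it does not decide. On the other short day arrays the sarcomere means were -0.02 to 0.28, against -0.32 to -0.09 in long days, while the photoreceptor means overlapped. What stays open is a lower share of other tissue, a difference in the amount of head or neck muscle in the samples, and an effect of photoperiod on muscle transcripts. These may act together.

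The fall of fat body transcripts was tested against a smaller share of fat body in short day heads and against loss of 5' signal. A smaller share that lowers all markers alike is argued against, since the 18 markers of mean 4 or more did not move alike. The SD of their log2 differences was 0.50 against at most 0.36 in the other splits (exact permutation p = 0.0286). The 95% interval of apolpp, chosen after its values were seen, was -0.18 to 0.06 and lay above the median of these markers, -0.23. Markers that other head tissues also express would fall less, so unequal falls cannot decide whether a smaller share is the sole cause. Loss of 5' signal stays open, since with the 3' to 5' distance as a covariate the median over the 18 markers was -0.16 and their mean went from -0.33 (SE 0.07) to -0.29 (SE 0.11), and an earlier test on only the 9 called lower markers, with a median of -0.62, used genes chosen for the fall and decides nothing. An effect of photoperiod on these transcripts remains an untested hypothesis beside these. The study also names Yp2 and Yp3 among transcripts that differ between diapausing and non-diapausing females. The share of dormant females in these samples was not examined here.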

How the results depend on the processing

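The fit without long day replicate 2 and short day replicate 3, and the filter at a mean of 4 together with the trend and robust variance model, were chosen after seeing the data. The 518 probe sets at an unadjusted p under 0.01 became 180 with the trend and robust variance model and ranged from 345 (without long day replicate 3) to 568 when 1 array was left out. All 180 of the former were among the 518. Without both doubted arrays there were 440, of which 234 were shared. The 1 probe set at an adjusted p under 0.05 became 95 and 141 with filters at a mean of 4 and 6, 142 with the filter and the variance model together, 19 after median centring and 5 with the probe sets of a gene averaged. It became 0 after a second quantile normalization, with the trend and robust variance model, without moderation, with a floor of 3 and without both doubted arrays, and ranged from 0 to 2 when 1 array was left out. The number at an unadjusted p under 0.05 was 1655 in the reported fit and between 827 and 2016 in these. The filter changed the variance estimate more than the number of tests: the prior degrees of freedom rose from 0.36 to 3.15, whereas the reported p-values adjusted over the same 9107 probe sets gave 7. With this filter 1 of 35 splits gave as many as 95 and the highest other gave 1. The 15 gene lists became 0 with an estimated correlation, 10 with camera on ranks, which lost the fat body (adjusted p = 0.0996), lipid (0.173), glutathione S-transferase and immune (both 0.0750) and study-named (0.226) lists, and 5 with fry, of which 4 were among the 15, and ranged from 11 to 17 when 1 array was left out. Apart from that of the filter, the cause of the changes was not tested.

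The replicate numbers do not appear to pair the samples. The deviations of equally numbered arrays from their group means correlated across probe sets with r of 0.01, -0.23, -0.14 and 0.17, and not every sample correlated best with its own number. With the number as a block, 300 probe sets had an unadjusted p under 0.01 and 0 an adjusted p under 0.05, and 12 lists passed. Of the 15 lists 8 passed camera on the values with the preset correlation in all 18 alternatives that use it, and none turned its direction. Of the named genes 75 were followed through the alternatives, and tim, per, Clk and pes were among those that were not. None of the 75 reversed its direction in 1347 comparisons, which says little. In each of these genes the 4 short day values all lay on one side of the 4 long day values. Leaving out arrays or changing the variance model could therefore not turn the direction. In 1010 comparisons the gene stayed on its side of the threshold and in 333 the call was lost. In 4, all for tws, a call was gained, and 19 genes kept their side throughout. Averaging the probe sets of a gene lowered the difference of Obsc from 0.65 to 0.33 and of CG3777 from 0.72 to 0.36, and that of CG3829 went from -0.57 to -0.28. Dim probe sets limit all counts: 6288 were at the lowest value on at least 1 array.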

Other observations

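Families of gene symbols were scanned after the data had been seen, over 7348 genes of mean 4 or more, of which 415 were called. None of 89 families with at least 5 members held more called genes in one direction than expected after adjustment over 178 tests (Fisher's exact test, one-sided, smallest p = 0.0104, adjusted p = 1). That smallest value belonged to the imaginal disc growth factors, secreted chitinase-like proteins, of which Idgf4 and Idgf6 were lower in short days among 6 genes. Next among the higher genes were unc-13 and unc-13-4A, among 7 genes whose symbol begins with unc (Fisher's exact p = 0.0161, adjusted p = 1). Of 16 neprilysin-like genes Nepl6 and Nepl15 were lower, with a median log2 difference of -0.30 over the family (Fisher's exact p = 0.0695, adjusted p = 1).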
